A study of Mus musculus with 4 samples. Its data were reported in "DNMT1-mediated regulation of somatostatin-positive interneuron migration impacts cortical architecture and function" (2025).

How the data were processed

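Single-nucleus RNA sequencing was performed by the authors on the medial cortex of mouse embryos at E16.5 (embryonic day 16.5). The control animals carried *Sst-Cre* and the tdTomato reporter, so that cells of the somatostatin (*Sst*) lineage expressed a red fluorescent protein. The Dnmt1 KO animals additionally carried loxP-flanked *Dnmt1* alleles, which Cre deletes in *Sst*-expressing postmitotic interneurons. *Dnmt1* encodes DNA methyltransferase 1. Each genotype had 2 libraries, which the labels number as replicates. Groups were taken from the sample titles. According to the labels, control replicate 2 belongs to batch 2 with 2 sublibraries, and the other libraries to batch 1 with 8 sublibraries each.

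Nuclei were barcoded by split-pool combinatorial indexing (Parse Evercode), in which a fixed nucleus collects a barcode in successive rounds of wells and not in a droplet. The authors processed the reads with Trailmaker against GRCm39 and deposited unfiltered counts of transcripts (unique molecular identifiers) per barcode and gene, with no normalization. The version of that software and the annotation release were not stated. The deposited tables per barcode additionally hold counts of genes, transcripts and mapped reads. No cell-type annotation was used here. The gene table holds no entry for tdTomato or Cre, so recombined cells were not identified. Of 56884 genes, 56323 were matched by identifier to GENCODE vM39, from which the coordinates on GRCm39 were taken, and 150 symbols occurred more than once. The counting of intronic reads and of strand was not stated, so overlapping and antisense genes may share reads.

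The files held 1127729 barcodes. Following the filter in the study's methods, barcodes with 1500 to 60000 transcripts and at most 10% mitochondrial transcripts were retained. The study states this range for reads, and the same range applied to mapped reads was an alternative that retained 30611 nuclei. The filter on transcripts left 29656 nuclei, and the mitochondrial limit removed 0. Barcodes above 60000 transcripts held 1.35% and 4.37% of the transcripts of Dnmt1 KO replicates 1 and 2 and 19.2% and 29.4% of those of control replicates 1 and 2. Doublets were called per library with scrublet at an expected rate of 5%. The calls amounted to 2.96%, 5.49%, 4.58% and 7.36% of the nuclei of Dnmt1 KO replicates 1 and 2 and control replicates 1 and 2. These nuclei were kept, since no removal was stated by the study, and leaving them out was an alternative.

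Clustering was run in scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6) on log-normalized values of 2000 variable genes, with 30 principal components, 20 neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 1. Genes seen in fewer than 10 nuclei were left out of the clustering. Clusters were scored with 18 marker lists of 5 to 10 genes written before the data were examined. A marker counted as detected at 10% of the nuclei and at least 1.5-fold above the other clusters, after adding 5 CPM (transcript counts scaled to the same total in every sum) to both sides. A name ending in "-like" needed at least 3 detected markers. Clusters whose top 10 genes by fold held no marker of their own class or more markers of another class, clusters with a mitochondrial gene among their top 3, and clusters of low depth (medians below those of their own libraries by the margin set beforehand) without an own marker at the top stayed unnamed. The requirement for an own marker among the top genes and the mitochondrial criterion were fixed after the clusters and their sizes per library had been seen, including the effect of cluster 15 on the share of deep-layer neurons. The clusters kept out were 3, 13, 14, 15, 16, 21, 24, 28 and 30, and their mean shares in Dnmt1 KO and control libraries were, in the same order, 7.31% and 4.88%, 2.63% and 5.41%, 2.84% and 1.85%, 2.90% and 1.83%, 3.18% and 1.10%, 0.901% and 2.27%, 1.67% and 0.477%, 1.30% and 0.277%, and 0.858% and 0.230%. Clusters 8 and 17 scored highest for cell-cycle genes and were counted as radial-glia-like and IPC-like, by the higher of these 2 scores. For clusters with this highest score, cell-cycle genes counted as own markers in the rule above. Because the classes were rebuilt here, a difference from the study may come from the names.

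*Sst*+/*Gad2*+ nuclei had at least 1 transcript of each gene, whatever their cluster, and both genes were left out of the tests in that population. Nuclei are not replicates. Counts were therefore summed per library within 7 populations, which were all retained nuclei, *Sst*+/*Gad2*+ nuclei, and MGE-interneuron-like, radial-glia-like, IPC-like (intermediate progenitor), upper-layer-like and deep-layer-like nuclei. The sums were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3, TMM scaling, filterByExpr, design with group alone) and Benjamini-Hochberg adjustment at a threshold of 0.05. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. Fold changes are Dnmt1 KO over control. In each test over all genes, the text was to name up to 4 genes per direction with the smallest adjusted p among those past 0.05 whose libraries did not overlap between groups. In addition, *Dnmt1*, *Xist*, 4 Y-linked genes, 22 candidate genes and the ligand and receptor genes that the study names were fixed before the data were examined. The candidate list was also tested as a set with fry and camera (limma 3.58.1, preset correlation 0.01). Numbers of nuclei per class were tested with edgeR with the retained nuclei as library size. Differences of the genotype effect between populations were tested in edgeR with a term per library, a term per population and the interaction of group and population.

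Shares were compared with a two-sided exact permutation test (scipy 1.17.1). With 2 against 2 libraries there are 6 assignments, and the smallest p that this test can give is 0.333. Binomial intervals are exact (Clopper-Pearson) at 95% and, like the Poisson spread of transcripts, cover counting error only. For comparisons across depths, each nucleus was thinned to 1500 transcripts, which no retained nucleus falls short of.

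The tests were checked on simulated counts drawn from the means, library sizes and trended dispersions of the real sums, with 200 genes changed by 2-fold or 4-fold. At the threshold, edgeR recovered 53.5% of the changed genes in the simulation of all retained nuclei (21591 genes) and 45.5% in that of *Sst*+/*Gad2*+ nuclei (7163 genes). In the latter, 72.0% of the 4-fold and 19.0% of the 2-fold changes were recovered, and 6.19% of the calls were false. The recovered shares in the MGE-interneuron-like, radial-glia-like, IPC-like, upper-layer-like and deep-layer-like simulations were 72.5%, 54.5%, 57.0%, 46.0% and 68.5%. In the simulation of the interaction (14864 genes), 10.0% of the changed genes were recovered and none of the 2-fold changes. All these simulations gave every gene the dispersion of the trend, whereas real genes vary around it. The recovered shares may therefore be higher, and the false calls fewer, than in the real sums.

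Alternatives listed before the data were examined were DESeq2 1.42.0, DESeq2's size factors in edgeR, no low-count filter, the replicate number as a block, batch as a covariate, each library left out in turn, doublets removed, the filter on reads, clustering at resolutions of 0.5 and 2, classes from the highest marker score per nucleus, marker transcripts in place of nuclei, thinning, *Sst*+/*Gad2*+ nuclei of interneuron clusters alone, *Xist* and Y-linked genes left out, TMM scaling over classes, camera, and radial-glia-like nuclei as the reference of the interaction. Where leaving out a library left 1 sample in a group, that sample was assumed to vary like the other group. Cell-cell communication analysis was not performed, as its software and database were not used here. Some single genes are not reported here, although they are part of the counts given.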

Results

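The transcriptomes of single nuclei from the medial cortex of E16.5 mouse embryos were compared between 2 Dnmt1 KO libraries (*Sst-Cre/tdTomato/Dnmt1 loxP2*, in which *Dnmt1* is deleted in cells of the somatostatin lineage) and 2 control libraries (*Sst-Cre/tdTomato*). The values are counts of transcripts per nucleus and gene, as deposited. Dnmt1 KO replicates 1 and 2 held 96455278 and 201141704 transcripts, and control replicates 1 and 2 held 153460857 and 182113821. After filtering, 5640 and 12064 nuclei remained in the Dnmt1 KO libraries and 7047 and 4905 in the controls. The median number of transcripts per nucleus was 12274 in Dnmt1 KO replicate 1, 12383.5 in Dnmt1 KO replicate 2 and 12401 in control replicate 1. It was 21140 in control replicate 2, the only library of batch 2, which had 2.54 mapped reads per transcript against 1.64 to 1.65 in the other libraries. Batch 2 holds a single control library, so no comparison could be made within it. Leaving that library out gives the comparison within batch 1, with 1 control.

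*Dnmt1* (chromosome 9, 20817945 to 20871184 on the minus strand, GRCm39, a protein-coding gene) was examined first, as a check of the labels. Over all retained nuclei it was detected at 54.6 ± 10.2 CPM (SD, n = 2) in Dnmt1 KO and at 57.8 ± 2.56 CPM (SD, n = 2) in control libraries. The log2 fold change was -0.10 (SE 0.143, edgeR adjusted p 0.846). *Sst*+/*Gad2*+ nuclei made up 0.284% to 1.13% of the retained nuclei of a library. A loss confined to them would barely move this value, so it does not check the labels. In *Sst*+/*Gad2*+ nuclei, the population that contains the targeted cells, *Dnmt1* reached 76.1 and 46.1 CPM in Dnmt1 KO replicates 1 and 2 and 81.2 and 66.5 CPM in control replicates 1 and 2. These values rest on 18, 99, 67 and 46 transcripts. The log2 fold change was -0.35 (SE 0.328, edgeR adjusted p 1.000), a difference within the spread between libraries. Both directions depended on Dnmt1 KO replicate 2, without which the log2 fold changes were 0.08 and 0.11. The counts are per gene, so transcripts that lack the deleted exons were not separated from complete transcripts, and a loss of *Dnmt1* was not detectable at this depth. *Xist*, which is transcribed from the inactive X chromosome, was at 1281 CPM in Dnmt1 KO replicate 1 and 1157 CPM in control replicate 1. It was at 4.13 and 0.0887 CPM in replicate 2 of Dnmt1 KO and control. The Y-linked gene *Uty* was at 167 and 143 CPM in these replicates numbered 2, and at 2.32 and 2.60 CPM in those numbered 1. *Ddx3y*, *Eif2s3y* and *Kdm5d* showed the same split. Each group thus contained a library of each sex, and the replicate number coincided with sex.

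The proportions of cell classes were determined next, since the study asked whether deleting *Dnmt1* in interneurons alters the excitatory neurons around them. Clusters named by fixed markers gave 17 classes, and 30.1% of the nuclei of Dnmt1 KO replicate 2 stayed unnamed, against 17.1% in Dnmt1 KO replicate 1 and 20.9% and 15.7% in control replicates 1 and 2. With edgeR, 0 of 17 classes differed in abundance between the genotypes (smallest adjusted p 0.617). At an unadjusted p under 0.05 there was 1 class, the hippocampal-like nuclei, with a log2 fold change of 1.69 and an edgeR unadjusted p of 0.0467. No other tool was run on this table. Leaving out Dnmt1 KO replicate 1 moved this count most, to 2 classes, choroid-plexus-like and meningeal-like nuclei. Of the 148 choroid-plexus-like and 260 meningeal-like nuclei, 140 and 256 lay in Dnmt1 KO replicate 2. Striatal-like nuclei were concentrated in control replicate 1, with 457 of 579.

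**Figure D1:**
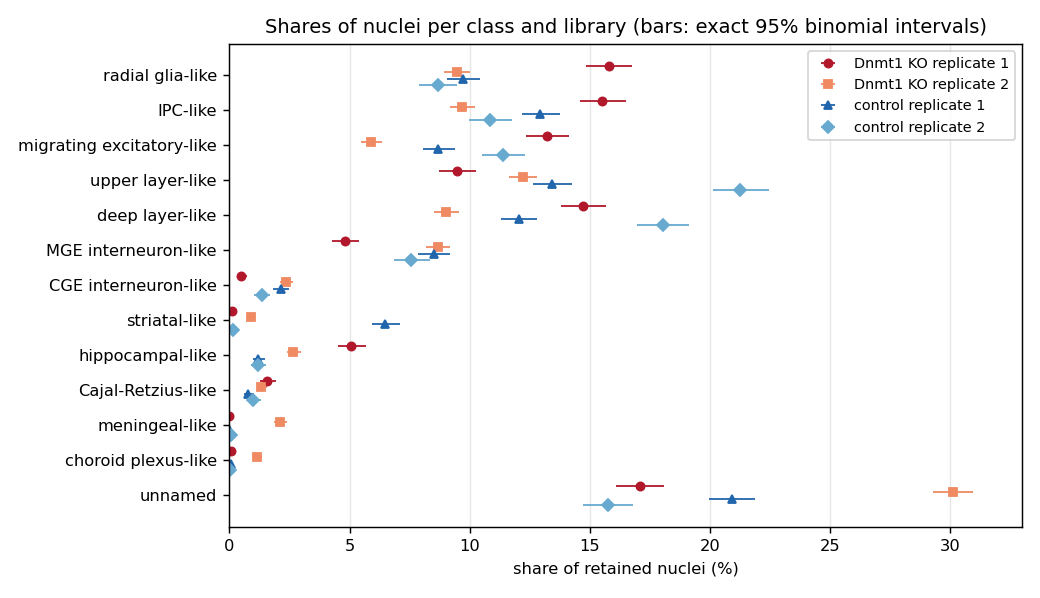
Share of retained nuclei (x axis, percent) in the classes listed and in the unnamed clusters, with a point per library and bars for exact 95% binomial intervals, which cover counting error only. Striatal-like nuclei stand out in control replicate 1, and the unnamed share reaches 30.1% in Dnmt1 KO replicate 2.

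Among upper-layer-like and deep-layer-like nuclei together, the deep-layer-like share was 60.9% (830 of 1364 nuclei, exact 95% interval 58.2 to 63.5%) in Dnmt1 KO replicate 1 and 42.5% (1088 of 2562, 40.5 to 44.4%) in Dnmt1 KO replicate 2. In control replicates 1 and 2 it was 47.2% (848 of 1795, 44.9 to 49.6%) and 45.9% (884 of 1927, 43.6 to 48.1%). The means were 51.7 ± 13.0% (SD, n = 2) and 46.6 ± 0.967% (SD, n = 2), a difference of 5.10 percentage points (two-sided exact permutation p 1.00, where the smallest possible p is 0.333). The Dnmt1 KO libraries lay on either side of the controls. The difference was therefore smaller than the spread between replicates, and without Dnmt1 KO replicate 1 it was -4.09 points. The choice that moved it most was to class each nucleus by its highest marker score, which gave 81.5% and 55.0% in Dnmt1 KO and 54.0% and 50.9% in control libraries, a difference of 15.8 points (exact permutation p 0.333). Cluster 15, with 939 nuclei, scored highest for deep-layer markers but was kept out because its top genes held more markers of another class. Counting it as deep layer, an alternative chosen after the data were seen, gave 60.9% and 54.8% against 52.5% and 47.0%, a difference of 8.08 points (exact permutation p 0.333). The share of deep-layer markers among the transcripts of both marker lists, which needs no classes, was 70.6% and 59.9% in Dnmt1 KO and 59.2% and 57.6% in control libraries, a difference of 6.85 points (exact permutation p 0.333). After thinning each nucleus to 1500 transcripts, the shares by highest marker score were 73.8% and 52.6% against 51.9% and 50.4%. The groups overlapped at the other settings. These gave 71.5% and 47.0% against 54.2% and 49.0% with doublets removed, 62.6% and 51.7% against 56.4% and 51.0% with the filter on reads, 63.3% and 57.8% against 59.6% and 55.3% at resolution 0.5, and 57.7% and 39.4% against 47.5% and 41.6% at resolution 2.

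IPC-like nuclei as a share of radial-glia-like and IPC-like nuclei together were compared to describe the progenitor pools. This share was 49.6% (875 of 1765 nuclei, exact 95% interval 47.2 to 51.9%) and 50.6% (1169 of 2310, 48.5 to 52.7%) in the Dnmt1 KO libraries. In the controls it was 57.1% (912 of 1597, 54.6 to 59.6%) and 55.6% (532 of 957, 52.4 to 58.8%). The means were 50.1 ± 0.729% (SD, n = 2) and 56.3 ± 1.07% (SD, n = 2), a difference of -6.26 points that exceeded the spread between replicates (exact permutation p 0.333, the smallest possible). This direction did not hold at all settings. Clustering at resolution 2 gave 49.4% and 45.0% in Dnmt1 KO and 46.9% and 47.2% in control libraries, a difference of 0.140 points. Naming every cluster by its highest marker score, an alternative chosen after the data were seen, reduced the difference to -0.854 points. Leaving out the cycling clusters, also chosen after the data were seen, gave 57.0% and 56.3% against 60.6% and 62.6%, a difference of -4.97 points (exact permutation p 0.333).

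**Figure D2:**
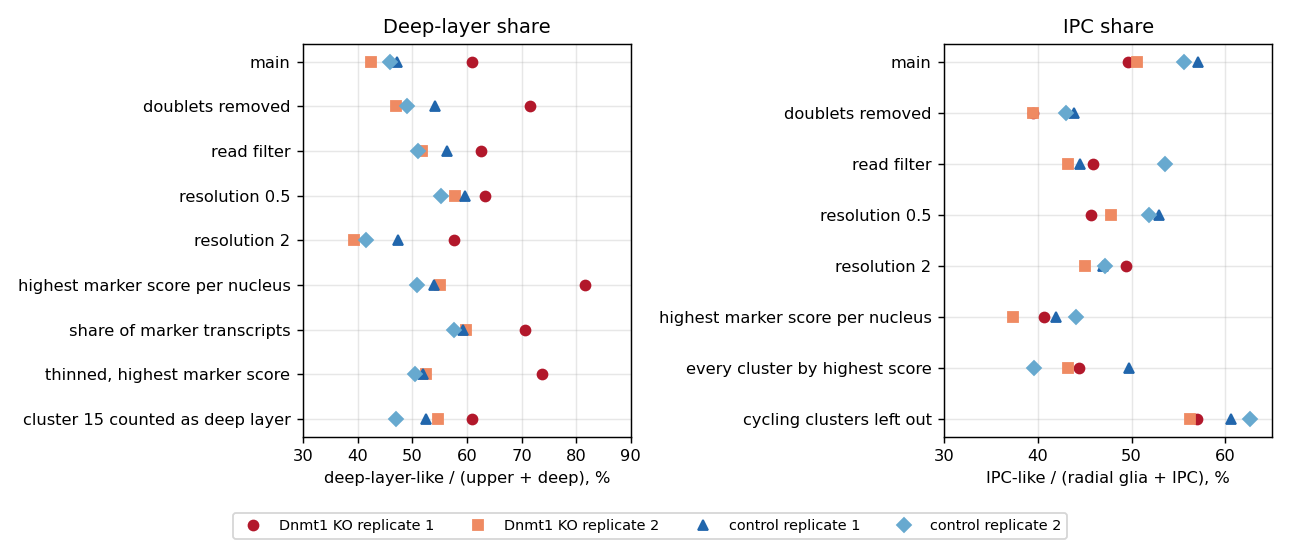
Deep-layer-like share of layer neurons (left, x axis in percent) and IPC-like share of progenitors (right, x axis in percent) for each way of classing the nuclei (y axis), with a point per library. Dnmt1 KO replicate 1 has the highest deep-layer share at every setting shown, while the separation of the IPC share between genotypes is lost with the filter on reads, at resolution 2 and when every cluster is named by its highest score.

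*Sst*+/*Gad2*+ nuclei numbered 16 and 136 in Dnmt1 KO replicates 1 and 2, and 40 and 27 in control replicates 1 and 2. Their share of retained nuclei was 0.706 ± 0.597% (SD, n = 2) in Dnmt1 KO and 0.559 ± 0.0121% (SD, n = 2) in control libraries, a difference of 0.146 points (exact permutation p 1.00). It rested on Dnmt1 KO replicate 2, without which it was -0.275 points. After thinning to 1500 transcripts the shares were 0.0355% and 0.207% in Dnmt1 KO and 0.0851% and 0.0408% in control libraries. As a measure of background, *Sst* transcripts were found in 0% and 0.234% of the excitatory-like (upper-layer-like and deep-layer-like) nuclei of Dnmt1 KO and in 0.334% and 0.0519% of those of control libraries. In MGE-interneuron-like nuclei these shares were 5.90% and 11.7% in Dnmt1 KO and 5.84% and 6.74% in control libraries, above the background in each library. The median depth of *Sst*+/*Gad2*+ nuclei was 14010 and 13362 transcripts in Dnmt1 KO and 14934 and 22576 in control libraries, and that of excitatory-like nuclei was 15948.5 and 14783 against 16239 and 25319. Most *Sst*+/*Gad2*+ nuclei lay in MGE-interneuron-like clusters, with 100% and 90.4% in Dnmt1 KO and 87.5% and 92.6% in control libraries.

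To find genes that changed in the targeted population, the transcripts of *Sst*+/*Gad2*+ nuclei were summed per library, which gave 236485 and 2149552 transcripts in Dnmt1 KO and 825025 and 692056 in control libraries. Of 7217 genes tested with edgeR, 0 passed an adjusted p of 0.05 (smallest 1.000), 211 had an unadjusted p under 0.05, and DESeq2 called 0. The libraries of the genotypes did not overlap for 33.5% of the genes, where chance gives 1 in 3. Dropping the low-count filter or Dnmt1 KO replicate 2 moved this count most, to 53 and 59 genes. With batch as a covariate 2 genes passed, *Ebf1* and *Zfhx3*. These were named after their values were seen, and both were highest in control replicate 1, with 408 and 227 CPM against at most 26.1 and 24.6 CPM in the other libraries.

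A list of candidate genes was fixed beforehand from the genes that the study's text names as raised in Dnmt1-deficient *Sst*+ cells. The study chose genes of this list, including *Erbb4* and *Maf*, on these samples, so a test of them here is not independent evidence. Of the 22 genes on the list, 21 passed the count filter in *Sst*+/*Gad2*+ nuclei (*Dlx5* did not), of which 13 were higher and 8 lower in Dnmt1 KO. Adjusted over all genes tested, 0 passed with edgeR, and adjusted over the list alone, 0 passed as well (smallest adjusted p 0.778), while DESeq2 called 0 and 1 gene had an unadjusted p under 0.05. That gene was *Sox6*, at 3167 ± 491 CPM (SD, n = 2) in Dnmt1 KO and 2207 ± 271 CPM (SD, n = 2) in control libraries (log2 fold change 0.58, SE 0.236, edgeR p adjusted over the list alone 0.778). *Erbb4* reached 10356 and 11568 CPM in Dnmt1 KO and 9339 and 8429 CPM in control libraries (log2 fold change 0.36, SE 0.218, edgeR p adjusted over the list alone 0.778). Its direction turned with the filter on reads, to -0.13. *Maf* was lower in both Dnmt1 KO libraries, at 165 and 227 CPM against 239 and 353 CPM (log2 fold change -0.51, SE 0.277, edgeR p adjusted over the list alone 0.778). The fold changes of the list ranged from -0.51 to 0.58 with a median of 0.04. The libraries did not overlap for 3 genes that were higher and 5 that were lower in Dnmt1 KO, where chance gives 1 in 3; the latter include *Dlx5*, which was not tested. No shift of the list as a set was detected with fry (p 0.630, upward) or with camera at its preset correlation (p 0.362). Leaving out Dnmt1 KO replicate 2 gave 2 genes past the threshold adjusted over the list alone, *Satb1* and *Reln*, both higher.

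**Figure D3:**
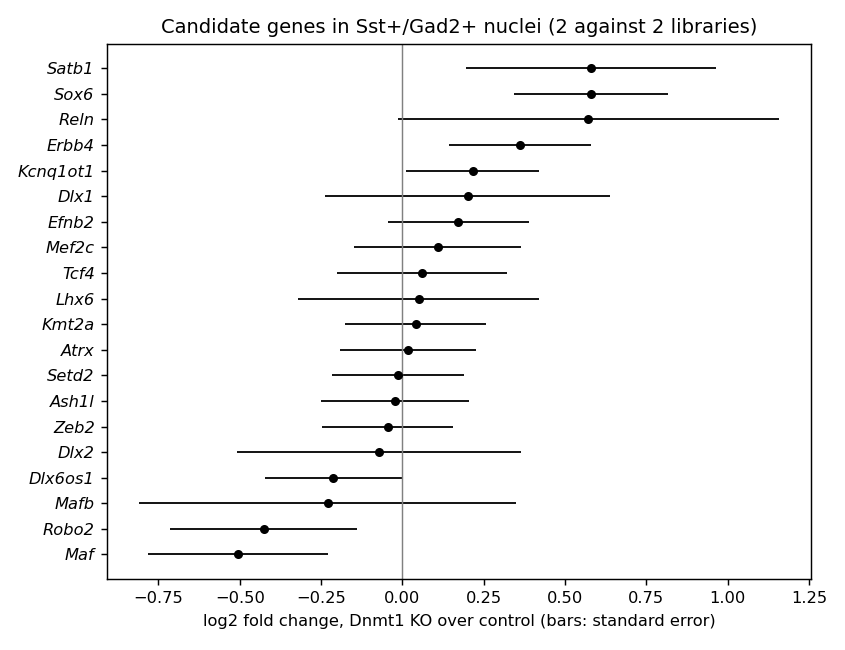
Log2 fold change, Dnmt1 KO over control (x axis), of the tested candidate genes shown (y axis) in *Sst*+/*Gad2*+ nuclei, with bars for the standard error (2 against 2 libraries). The genes spread on both sides of 0, from -0.51 for *Maf* to 0.58 for *Satb1*.

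The same test was run in the other populations, to separate changes inside the interneurons from changes in the surrounding cells. With edgeR, 0 genes passed the threshold over all retained nuclei (21516 genes tested, 1612 with an unadjusted p under 0.05, smallest adjusted p 0.400). In MGE-interneuron-like nuclei 0 of 13005 passed (729 unadjusted), in radial-glia-like nuclei 0 of 14470 (726 unadjusted), in IPC-like nuclei 0 of 13883 (656 unadjusted), in upper-layer-like nuclei 0 of 14661 (536 unadjusted) and in deep-layer-like nuclei 0 of 14583 (761 unadjusted). DESeq2 called 205, 2, 7, 5, 4 and 3 genes in the same order. Libraries that did not overlap between the genotypes were found for 40.1% of the genes over all retained nuclei and for 34.8% to 38.1% in the classes, where chance gives 1 in 3. The count moved most with DESeq2 over all retained nuclei and without the low-count filter in the 5 classes. Without the filter, 70, 146, 298, 213, 280 and 258 genes passed. Without Dnmt1 KO replicate 1, 188 genes passed over all retained nuclei, against 1 (*Tafa2*) without Dnmt1 KO replicate 2. In deep-layer-like nuclei 212 genes passed without Dnmt1 KO replicate 2.

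The genes behind the small DESeq2 counts were named after their values were seen. *Cmss1* and *Tmem181c-ps* were called by DESeq2 in all 5 classes. *Tmem181c-ps* (chromosome 17, 6881152 to 6907189, GRCm39) is a transcribed pseudogene, so its reads may be split with its paralogue *Tmem181a* and its values are uncertain. It was at 6.40 and 7.21 CPM over all retained nuclei of Dnmt1 KO and at 0.379 and 0.488 CPM in control libraries. *Cmss1* overlaps *Filip1l* on the opposite strand of chromosome 16, so its counts are uncertain as well. It was lower in Dnmt1 KO, with a log2 fold change between -1.31 in upper-layer-like and -0.91 in radial-glia-like nuclei, and in MGE-interneuron-like nuclei it was at 223 and 239 CPM against 478 and 682 CPM. The other DESeq2 calls included *Tmem132c*, *Gm4876*, *Rnf43*, *Rmst* and *Mecom* in radial-glia-like nuclei, *Rmst*, *Tmem132c* and *Col5a2* in IPC-like nuclei, *Lmo3* in upper-layer-like nuclei and *Rit2* in deep-layer-like nuclei, all higher in Dnmt1 KO. In edgeR their adjusted p lay between 0.820 and 0.948.

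**Figure D4:**
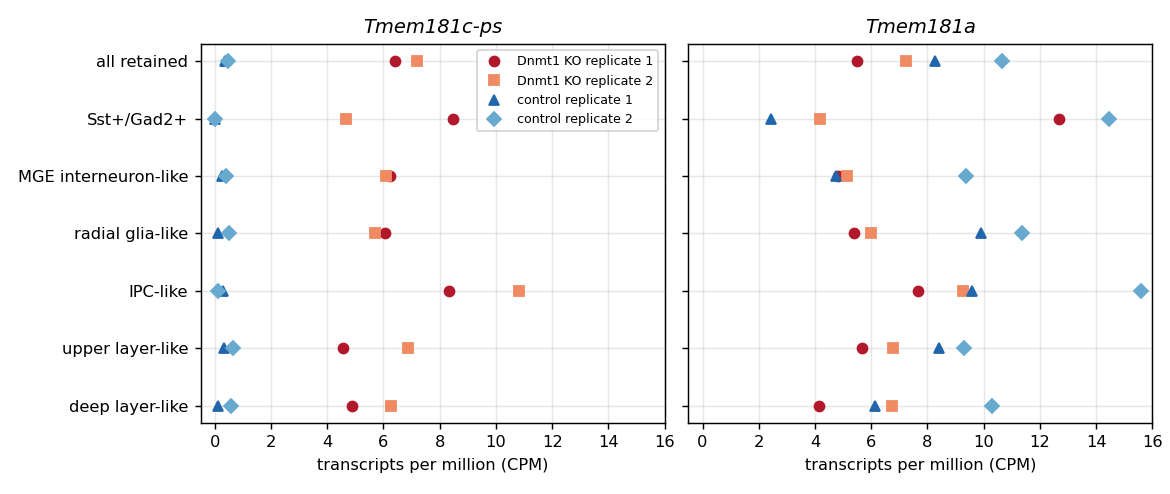
CPM (x axis) of the pseudogene *Tmem181c-ps* (left) and its paralogue *Tmem181a* (right) in 7 populations (y axis), with a point per library. *Tmem181c-ps* lies higher in both Dnmt1 KO libraries in each of the 7 populations, while *Tmem181a* overlaps between the genotypes in *Sst*+/*Gad2*+, MGE-interneuron-like and deep-layer-like nuclei.

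The ligands *Efnb2* and *Nrxn3* in MGE-interneuron-like nuclei and the receptors *Epha4* and *Nlgn1* in radial-glia-like and IPC-like nuclei were tested because the study discusses these pairs as signals from interneurons to progenitors. With edgeR, 0 of the 6 tests passed the threshold adjusted over all genes (smallest adjusted p 0.872) or adjusted over the list alone (smallest adjusted p 0.937), DESeq2 called 0, and 0 had an unadjusted p under 0.05. *Efnb2* was at 289 ± 9.42 CPM (SD, n = 2) in Dnmt1 KO and 318 ± 12.7 CPM (SD, n = 2) in control libraries, a log2 fold change of -0.09 (SE 0.0974). In *Sst*+/*Gad2*+ nuclei, where it was tested as a candidate gene, *Efnb2* had the opposite sign, with 0.17 (SE 0.217). It was there at 334 and 284 CPM in Dnmt1 KO and at 276 and 292 CPM in control libraries, so the groups overlapped. *Nrxn3* had a log2 fold change of 0.01 (SE 0.164). The receptors changed by 0.05 to 0.24. For *Nlgn1* in radial-glia-like nuclei the Dnmt1 KO libraries differed from each other more than from the controls, with 2050 and 3992 CPM against 2820 and 3026 CPM. Without Dnmt1 KO replicate 1 its log2 fold change was 0.51, and without Dnmt1 KO replicate 2 it was -0.49, both past the threshold adjusted over the list alone.

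Finally, it was tested whether the genotype difference in *Sst*+/*Gad2*+ nuclei departed from that in excitatory-like nuclei. Of the 22 candidate genes, 0 passed with edgeR adjusted over the list alone (smallest adjusted p 0.125), and 1 had an unadjusted p under 0.05. That gene was *Maf*, with an interaction of -1.02 on the log2 scale (unadjusted edgeR p 0.00569). No other tool was run on this interaction. Between 1 and 5 candidates passed when a library was left out, and the count of 5 came without Dnmt1 KO replicate 2. Over all 15481 genes, 20 passed the threshold and 447 had an unadjusted p under 0.05. With radial-glia-like nuclei as the reference population, 0 of the candidates and 0 of all genes passed.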

Values the study reported

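The study stated that cells below 1500 and above 60000 reads were discarded and that 10% was the limit for mitochondrial content.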

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

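The fits over all genes with another reference population or without a library, the test of striatal-like nuclei, and the ratios with 1 CPM or none added were chosen after the result below was seen, whereas the test of overlapping libraries was written before. The reading of the latter was made more cautious after its value was known.

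The difference between Dnmt1 KO and control in *Sst*+/*Gad2*+ nuclei departed from that in excitatory-like nuclei of the same libraries for 20 of 15481 genes (edgeR interaction, adjusted p under the threshold), while 0 genes passed in either direction within *Sst*+/*Gad2*+ nuclei themselves. This is a difference between 2 cell populations under the same contrast. *Cdh6* had the smallest adjusted p (3.07e-04), with an interaction of 4.18 on the log2 scale (SE 0.706). It was at 12.7 and 23.7 CPM in *Sst*+/*Gad2*+ nuclei of Dnmt1 KO and at 2.42 and 0 CPM in control libraries, and at 28.1 and 123 CPM against 107 and 107 CPM in excitatory-like nuclei. *Rmst* followed with -2.08 (edgeR adjusted p 3.91e-04), *Sulf1* with 4.18 (3.91e-04) and *Zfhx3* with -2.39 (4.88e-04). *Zfhx3* was at 8.46 and 20.9 CPM in *Sst*+/*Gad2*+ nuclei of Dnmt1 KO and at 227 and 24.6 CPM in control libraries. The 22 candidate genes were not among the 20. The *Sst*+/*Gad2*+ sum of Dnmt1 KO replicate 1 holds 236485 transcripts from 16 nuclei, so a few transcripts decide several of these values. *Sulf1*, *Htr1f*, *Rspo2* and *B130024G19Rik* had 0 CPM there. In simulated counts with known changes, this test recovered 10.0% of the changed genes and made 0 false calls. These counts gave every gene the trended dispersion. The 0 false calls therefore say nothing about genes that vary more than the trend.

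The calls depended on the reference population and on the libraries in the fit. With radial-glia-like nuclei as the reference, 0 genes passed. Without Dnmt1 KO replicate 1, Dnmt1 KO replicate 2, control replicate 1 and control replicate 2, 54, 330, 35 and 13 genes passed, which shared 11, 15, 7 and 6 genes with the 20. Of the 20, 0 passed in all of the fits without a library. As the test recovered few of the simulated changes, a stable effect could also drop out in these fits, so they do not exclude one. A candidate explanation is that striatal-like nuclei, which were frequent in control replicate 1, entered its *Sst*+/*Gad2*+ sum. Control replicate 1 had the highest CPM for 30% of the 20 genes, so this cannot account for most of them, although it stays open for genes such as *Zfhx3* and *Dach1*. Another is a single library that departs from its group. The libraries of the genotypes overlapped in the ratio of both populations for 10.0% of the genes with 2 CPM added to both, that is 2 of the 20, for 3 with 1 CPM added and for 4 with none added. The genes that changed with the added value were *Sulf1* and *Rspo2*. A library far from the others can leave the groups apart, so this does not exclude that explanation, and it cannot be told apart from an effect of genotype with 2 libraries per group. The excitatory-like sums also differ in composition, since Dnmt1 KO replicate 1 held 3 nuclei of cluster 9 and 22 of cluster 10, which are upper-layer-like and hold 602 and 485 nuclei in Dnmt1 KO replicate 2. The effect of that composition was not tested separately. An effect of the deletion in the targeted cells remains open as untested.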

How the results depend on the processing

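The alternatives that count cluster 15 as deep layer, name every cluster by its highest score or leave out the cycling clusters, camera with an estimated correlation, and the fits of the interaction over all genes were chosen after the results were seen. The other alternatives were listed before the data were examined. A share was taken as moved if it changed by at least 1 SD (pooled over the groups of the main values), a count of genes or classes if it changed by more than 1.5-fold, and a tested value if it changed its side of the threshold. By these rules, among results that answer a comparison, 136 alternative values stayed the same, 48 moved and 7 reversed in direction. Among single genes named in the text, 81 kept their direction and 9 reversed.

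The main count of 0 changed genes held in all 7 populations with DESeq2's size factors in edgeR, with doublets removed and with the filter on reads. It moved with the tool, the low-count filter and the libraries. DESeq2 called 205 genes over all retained nuclei, 2 in MGE-interneuron-like, 7 in radial-glia-like, 5 in IPC-like, 4 in upper-layer-like and 3 in deep-layer-like nuclei, and 0 in *Sst*+/*Gad2*+ nuclei. Without the low-count filter, edgeR called 70 genes over all retained nuclei, 53 in *Sst*+/*Gad2*+, 146 in MGE-interneuron-like, 298 in radial-glia-like, 213 in IPC-like, 280 in upper-layer-like and 258 in deep-layer-like nuclei. Most of these, 70, 41, 138, 277, 197, 268 and 250 in the same order, had been tested with the filter as well. The prior degrees of freedom that edgeR estimated over all retained nuclei rose from 2.82 with the filter to 11.2 without it. In the other 6 populations the estimate rose from between 2.68 and 4.51 to infinity, so the tests there used no spread of the single gene beyond the fitted trend. In simulated counts 2.68% to 5.45% of the calls made without the filter were false, but these counts were drawn with the trended dispersion for every gene, so they do not test that loss. Whether the prior is what moved the counts was not tested. With batch as a covariate, 2 genes passed in *Sst*+/*Gad2*+ nuclei (*Ebf1*, *Zfhx3*) and 1 gene each in MGE-interneuron-like and IPC-like nuclei, where it was *Arhgap6*. In IPC-like nuclei *Arhgap6* was at 349 CPM in control replicate 1 and at most 6.07 CPM in the other libraries.

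Leaving out each library in turn gave 0 to 188 genes over all retained nuclei, 0 to 59 in *Sst*+/*Gad2*+ nuclei, 0 to 5 in MGE-interneuron-like, 0 to 29 in radial-glia-like, 0 to 1 in IPC-like, 0 to 48 in upper-layer-like and 0 to 212 in deep-layer-like nuclei. The highest count came without Dnmt1 KO replicate 1 over all retained nuclei, without control replicate 1 in MGE-interneuron-like nuclei, without control replicate 2 in IPC-like nuclei, and otherwise without Dnmt1 KO replicate 2. Small counts were *Tafa2* over all retained nuclei without Dnmt1 KO replicate 2, *Ttr* in deep-layer-like nuclei and *Ttr* and *Ndst4* in MGE-interneuron-like nuclei without Dnmt1 KO replicate 1, *Mir6236*, *Cmss1*, *Gm14236*, *Il31ra* and *Inpp4b* in MGE-interneuron-like nuclei without control replicate 1, and *Arhgap6* in MGE-interneuron-like and IPC-like nuclei without control replicate 2. In *Sst*+/*Gad2*+ nuclei, *Vwc2l*, *Ttr*, *Egfem1*, *Gm31218*, *Zfp804b*, *Calb1*, *Fras1* and *Sulf1* were called higher and *Scarna2* lower without Dnmt1 KO replicate 1. Without control replicate 2, *Arhgap6*, *Ebf1*, *Zfhx3*, *Meis1*, *Pbx3* and *Tmcc3* were called there, all lower in Dnmt1 KO. All these genes were named after their values were seen.

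*Dnmt1* kept a negative log2 fold change in every alternative except without Dnmt1 KO replicate 2. The range without a library was -0.29 to 0.079 over all retained nuclei and -0.63 to 0.11 in *Sst*+/*Gad2*+ nuclei. The count of candidate genes past the threshold was 0 to 2 without a library (*Satb1* and *Reln* without Dnmt1 KO replicate 2) and 0 in every other alternative. The set test had p between 0.142 and 0.892 without a library, with the direction turned to downward without Dnmt1 KO replicate 1 (0.451) and with the filter on reads (0.330). Camera with an estimated correlation gave 0.423. *Erbb4* turned to -0.13 with the filter on reads. *Maf* stayed negative throughout. The causes of these reversals were not tested, except that each fit without a library holds fewer samples.

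The count of ligand and receptor genes was 0 to 2 without a library. *Nlgn1* passed in both progenitor classes without Dnmt1 KO replicate 1, and *Nlgn1* in radial-glia-like and *Epha4* in IPC-like nuclei without Dnmt1 KO replicate 2. *Nrxn3* turned to -0.080 with batch as a covariate, -0.081 without control replicate 2, -0.016 without Dnmt1 KO replicate 1 and -0.091 with the filter on reads. *Epha4* turned to -0.18 in radial-glia-like and -0.20 in IPC-like nuclei without Dnmt1 KO replicate 1, and its highest values, 0.24 and 0.44, came without Dnmt1 KO replicate 2. *Nlgn1* turned to -0.49 in radial-glia-like and -0.070 in IPC-like nuclei without Dnmt1 KO replicate 2, and its highest values, 0.51 in both, came without Dnmt1 KO replicate 1. The cause was not tested. For the interaction, 1 to 5 candidate genes passed without a library. They included *Maf* and *Reln* without Dnmt1 KO replicate 1, *Sox6*, *Lhx6*, *Erbb4* and *Dlx6os1* among those without Dnmt1 KO replicate 2, *Maf* without control replicate 1, and *Dlx1* and *Dlx6os1* without control replicate 2. Over all genes the count was 13 to 330 without a library and 0 with radial-glia-like nuclei as the reference.

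Class abundances gave 0 to 2 classes without a library and 0 otherwise. The difference of the deep-layer share moved from 5.10 to 15.8 points with the highest marker score per nucleus, and ranged from -4.09 (without Dnmt1 KO replicate 1) to 14.3 points without a library. The difference of the IPC share moved from -6.26 to -3.93 points with doublets removed, -4.45 with the filter on reads, -3.98 with the highest marker score per nucleus, -4.97 with the cycling clusters left out, -0.854 with every cluster named by its highest score and 0.140 at resolution 2. Without a library it ranged from -7.02 to -5.50 points. The difference of the *Sst*+/*Gad2*+ share ranged from -0.275 (without Dnmt1 KO replicate 2) to 0.568 points. The cause was not tested.

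The labels do not say that a replicate number marks a shared litter or day, and here it coincides with sex. Deviations from the group means correlated between libraries of the same number with r of -0.0964 over all retained nuclei, -0.0763 in *Sst*+/*Gad2*+, -0.100 in MGE-interneuron-like, -0.146 in radial-glia-like, -0.205 in IPC-like, 0.00964 in upper-layer-like and 0.0951 in deep-layer-like nuclei, across genes. With the replicate block, 0 genes passed in each of the 7 populations, 0 candidate genes and 0 classes passed, and the set test gave p 0.763.

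In *Sst*+/*Gad2*+ nuclei, Dnmt1 KO replicate 1 contributed 236485 transcripts from 16 nuclei. In simulated counts 19.0% of the 2-fold changes were recovered in this population and 17.0% in upper-layer-like nuclei, so most changes of that size would be missed in both.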

Other observations

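The tests of depth, of *Ttr*, and of *Tmem181c-ps* were chosen after the results were seen, and so was the comparison with other shallow nuclei. The tests of sex-linked transcripts, of low-depth clusters, of tissue position, of the DESeq2 calls and of DNA around *Dnmt1* were written before their results, although the composition of the classes was known by then.

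The libraries of a genotype differed from each other as much as or more than the genotypes did. Across genes, the root mean square of the log2 difference between the Dnmt1 KO libraries was 0.408 over all retained nuclei, against 0.284 between the controls and 0.279 between the group means. In *Sst*+/*Gad2*+ nuclei these values were 0.706, 0.455 and 0.385, and in upper-layer-like nuclei 0.600, 0.292 and 0.256. A difference between single libraries carries more sampling noise than a difference between means, so these values do not exclude a genotype effect. Dnmt1 KO replicate 1 held at most 2 nuclei in each of the clusters 14, 15 and 16, which held 686, 698 and 763 nuclei in Dnmt1 KO replicate 2.

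Sequencing depth does not account for the distance of the Dnmt1 KO replicates in layer neurons, since their deep-layer shares differed by 21.2 points after thinning each nucleus to 1500 transcripts. A different position of the dissected tissue may contribute. In radial-glia-like sums, a list of medial genes (*Emx2*, *Wnt8b*, *Dmrt3*, *Dmrta2*, *Lef1*, *Zbtb20*) minus a list of lateral genes (*Sfrp2*, *Nr2f2*, *Pax6*, *Fgf7*, *Tgfa*) scored 2.81 and 0.58 in Dnmt1 KO replicates 1 and 2, a difference of 2.23 on the log2(CPM + 1) scale. The controls scored 1.06 and 1.49, a difference of 0.43. *Lef1*, *Zbtb20* and *Pax6* are also in the class marker lists, and all these genes were found in the radial-glia-like nuclei of the cortex. The result rests largely on *Nr2f2*, *Wnt8b* and *Fgf7*, which were at 2.41 and 38.7, 12.8 and 1.95, and 0.866 and 7.95 CPM in Dnmt1 KO replicates 1 and 2. With 2 animals per genotype, a variable effect of the deletion on these genes stays open as untested.

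In the Xist-high libraries (Dnmt1 KO replicate 1 and control replicate 1), Y-linked transcripts of 4 genes were found at 5.34 and 6.0 CPM. Of these transcripts, 63.6% lay in nuclei that also had *Xist*, whereas 95.7% and 94.4% of the nuclei of these libraries had *Xist*. Free RNA spread evenly over the nuclei would thus not be their only source, and whether it supplies a part was not decided, since doublets of nuclei from different samples were not separated from it. Barcodes of another sample may supply part of the remaining 36.4%, as the clusters 21 and 28 described below held 32.1% and 34.4% of the Y-linked transcripts of Dnmt1 KO replicate 1 and control replicate 1. Nuclei with at least 3 Y-linked transcripts and no *Xist* held 8.96%, but shallow barcodes may hold too few transcripts to reach that number, so this value decides nothing. Both readings were made after the values were known.

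Clusters 21 and 28 had median depths of 1942 and 1823 transcripts and held 0 nuclei of control replicate 2. Of their nuclei with a sex-linked transcript, 72.8% (227 of 312) showed only transcripts that go against the sex of their library, compared with 0.272% (64 of 23556) of the other nuclei, a difference of 72.5 points. The share was 85.4% in Dnmt1 KO replicate 1, 79.9% in control replicate 1 and 10.0% in Dnmt1 KO replicate 2. These clusters may therefore hold barcodes carried over from another sample of batch 1. Dnmt1 KO replicate 2 is the other Y-positive library of that batch. However, clusters 21 and 28 made up 0.738% and 0.133% of its nuclei, against 1.06% and 2.46% in Dnmt1 KO replicate 1. In control replicate 1 they made up 4.54% and 0.553%. A plain transfer of nuclei from Dnmt1 KO replicate 2 does not account for that, so the source stayed unidentified. The Y-linked transcripts of both clusters reached 313 and 242 CPM in Dnmt1 KO replicate 1 and control replicate 1, against 393 CPM in Dnmt1 KO replicate 2 as a whole. Shallow nuclei in general went against their library more often, at 8.57%, 22.2%, 22.8% and 0% of the other nuclei under 3000 transcripts in Dnmt1 KO replicates 1 and 2 and control replicates 1 and 2. The clusters of Dnmt1 KO replicate 2 did not exceed that. Both clusters were unnamed in the main classes, but their nuclei were part of all retained nuclei and of the settings that class each nucleus by its highest marker score.

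*Ttr*, a gene of the choroid plexus, was higher in Dnmt1 KO replicate 2 than in each other library in 5 of 5 classes, at 11.4 to 17.9 CPM against at most 0.698 CPM. Choroid-plexus-like nuclei (140 nuclei) held 74.9% of the *Ttr* transcripts of that library. In *Sst*+/*Gad2*+ nuclei of that library *Ttr* was higher, at 55.4 CPM from 119 transcripts, of which 84 lay in 1 choroid-plexus-like nucleus. The other *Sst*+/*Gad2*+ nuclei held 35, a CPM within the range of the classes. The even level across the classes, a ratio of 1.57 between the highest and the lowest, is in line with free RNA from choroid plexus tissue in that dissection. Calls of *Ttr* without Dnmt1 KO replicate 1 are open to this source.

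*Tmem181c-ps* was higher in both Dnmt1 KO libraries than in both controls in 4 of 4 excitatory and progenitor classes, which argues against an effect confined to *Sst*-lineage cells. The same held in 7 of 7 populations, as a copy-number or sequence difference between the animals of the groups could produce. Such a difference would make the calls a property of the animals used. Reads moved from the paralogue *Tmem181a* remain open. The CPM of both genes together was 13.2 ± 1.80 (SD, n = 2) in Dnmt1 KO and 9.89 ± 1.75 (SD, n = 2) in control libraries, a difference of 3.29 CPM, and the groups were apart in 4 of 7 populations. The decision rule of this test was changed after its value was seen, so it decides nothing.

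Of the 205 DESeq2 calls over all retained nuclei, 167 were higher and 38 lower in Dnmt1 KO. After the clusters of non-neural, cortical-hem and hippocampal nuclei were left out, DESeq2 called 48 genes, of which 44 were among the 205, so that 21.5% of the calls remained. Most of these calls may thus reflect which tissue was included in the Dnmt1 KO dissections. DNA of another strain around the targeted locus does not account for the genotype differences, as 11 of 152 genes (7.24%) within 10 Mb of *Dnmt1* had an unadjusted p under 0.05, compared with 7.53% of 21147 other genes (Fisher's exact test, two-sided p 1.00). A small number of such genes is not excluded.

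The study described more deep-layer and fewer upper-layer neurons, and raised *Erbb4* and *Maf* in *Sst*+/*Gad2*+ nuclei, after deletion of *Dnmt1*. Here the mean deep-layer share was higher in Dnmt1 KO at every setting with all libraries, by 3.12 to 15.8 points and by 5.10 points with the main classes. With the main classes it stayed higher without each of 3 libraries and turned to -4.09 points without Dnmt1 KO replicate 1. By highest marker score, with or without thinning, by marker transcripts and with cluster 15 counted, both Dnmt1 KO libraries lay above both controls, at the least by 59.9% against 59.2%. With the main classes, doublets removed, the filter on reads and resolutions of 0.5 and 2, the groups overlapped, so the study's direction did not hold for each library at most of the planned settings. The share sets deep-layer against upper-layer neurons only. Among all retained nuclei, deep-layer-like nuclei had a log2 fold change of -0.34 (SE 0.597) and upper-layer-like nuclei one of -0.68 (SE 0.573). Neither passed the threshold (edgeR adjusted p 0.885 and 0.721). The higher share therefore does not show that deep-layer-like nuclei were more frequent in Dnmt1 KO. *Erbb4* was higher in both Dnmt1 KO libraries without passing a threshold and turned to -0.13 with the filter on reads, and *Maf* was lower. The study also described more IPCs in Dnmt1 KO at E16.5, from staining for EOMES and from spatial transcriptomics of sections. Here the IPC share of progenitors ran the other way with the main classes, with a difference of -6.26 points. The difference was 0.140 points at resolution 2. IPC-like nuclei among all retained nuclei had a log2 fold change of 0.08 (SE 0.566). Measures in sections and shares of nuclei are unlike, so they were not set against each other further. The classes were rebuilt from markers, which may underlie the differences in the shares. *Sst*+/*Gad2*+ nuclei were chosen by their transcripts, so the names of the classes do not bear on *Erbb4* and *Maf*. Libraries were the unit of the tests, which may underlie the absence of genes past a threshold. Why *Maf* was lower in both Dnmt1 KO libraries was not tested.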
